# Transcriptional mapping of the primary somatosensory cortex upon sensory deprivation

**DOI:** 10.1093/gigascience/gix081

**Published:** 2017-08-23

**Authors:** Koen Kole, Yutaro Komuro, Jan Provaznik, Jelena Pistolic, Vladimir Benes, Paul Tiesinga, Tansu Celikel

**Keywords:** barrel cortex, RNA-sequencing, experience-dependent plasticity, whisker plucking, sensory deprivation, transcriptomics

## Abstract

Experience-dependent plasticity (EDP) is essential for anatomical and functional maturation of sensory circuits during development. Although the principal synaptic and circuit mechanisms of EDP are increasingly well studied experimentally and computationally, its molecular mechanisms remain largely elusive. EDP can be readily studied in the rodent barrel cortex, where each “barrel column” preferentially represents deflections of its own principal whisker. Depriving select whiskers while sparing their neighbours introduces competition between barrel columns, ultimately leading to weakening of intracortical, translaminar (i.e., cortical layer (L)4-to-L2/3) feed-forward excitatory projections in the deprived columns. The same synapses are potentiated in the neighbouring spared columns. These experience-dependent alterations of synaptic strength are thought to underlie somatosensory map plasticity. We used RNA sequencing in this model system to uncover cortical-column and -layer specific changes on the transcriptome level that are induced by altered sensory experience. Column- and layer-specific barrel cortical tissues were collected from juvenile mice with all whiskers intact and mice that received 11–12 days of long whisker (C-row) deprivation before high-quality RNA was purified and sequenced. The current dataset entails an average of 50 million paired-end reads per sample, 75 base pairs in length. On average, 90.15% of reads could be uniquely mapped to the mm10 reference mouse genome. The current data reveal the transcriptional changes in gene expression in the barrel cortex upon altered sensory experience in juvenile mice and will help to molecularly map the mechanisms of cortical plasticity.

## Data Description

### Context

Sensory experience powerfully shapes neural circuits. Changes due to sensory organ deprivation such as eye closure, digit amputation, and whisker trimming provide powerful means for studying mechanisms of experience-dependent cortical plasticity.

In the whisker system, experience-dependent plasticity is most commonly studied in the barrel cortex subfield of the primary somatosensory cortex where neural representations of whiskers change in response to altered patterns of incoming sensory information. As originally shown in the barrel cortex [1], sensory deprivation induced by transient whisker trimming is sufficient to perturb neural receptive fields both during development and in adulthood. Previous work has also shown that the cellular basis of deprivation-induced decreases in whisker-evoked representations are primarily due to a reduction of synaptic strength in monosynaptically connected feed-forward neuronal networks in behaving animals [2, 3]. Conversely, whisker-sparing-induced enhancement in whisker representation is mediated at least in part by the long-term synaptic facilitation expressed along the L4 projections *in vivo* [4]. Identification of the molecular events that mediate these bidirectional changes in synaptic connectivity will benefit from systematic analysis of the gene transcription. Therefore, we performed RNA sequencing in the barrel cortex with or without sensory deprivation across cortical layers 2–4. This database will assist molecular and cellular neurobiologists in addressing the molecular mechanisms associated with experience-dependent plasticity and will enable statistical approaches to determine the dynamics of the coupled changes across molecular pathways as cortical circuits undergo plastic changes in their organization.

### Methods

#### Animals

All experiments were performed in accordance with the Animal Ethics Committee of the Radboud University in Nijmegen, the Netherlands. Pregnant wild-type mice (Charles River: Wilmington, Massachusetts, United States, stock number 000664; RRID:NCBITaxon_10090) were kept at a 12-hour light/dark cycle with access to food *ad libitum*. Cages were checked for birth daily. To induce experience-dependent plasticity, pups underwent bilateral plucking of their C-row whiskers under isoflurane anaesthesia at P12 (Fig. 1). Control animals were not plucked but anaesthetized and handled similarly. After recovery, pups were returned to their home cage. Every other day, pups were checked for whisker regrowth, and whiskers were plucked if present. At P23–P24, pups were randomly selected from their litter for slice preparation and tissue collection. 

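The sex of the animals and the separateness of the libraries were checked in the counts of the 32 libraries. Xist, the noncoding RNA that female cells transcribe from their inactive X chromosome, lies on chromosome X of GRCm38 from 103460366 to 103483254 and reached 289 to 464 CPM (counts scaled to the total of the library). Ddx3y, Eif2s3y, Kdm5d and Uty, genes of the Y chromosome, held 0 to 3 counts per library in sum. In each of the 48 pairs of libraries from the same layer and type of column, the counts differed by more than sampling noise, with a chi-square of 5.37 to 114.3 per degree of freedom, where sampling noise alone gives about 1. No library was therefore counted as a copy of another, although a second library made from the same RNA could also exceed sampling noise.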

For each experimental condition (i.e., whisker deprived or control), 4 female pups were used; thus each group consisted of 4 independent biological samples (also known as biological replicates). Samples from cortical layer (L) 4 and L2/3 were treated independently with their own corresponding groups of control, deprived, first-order spared, and second-order spared columns, as detailed in Fig. 1.

**Figure 1:**
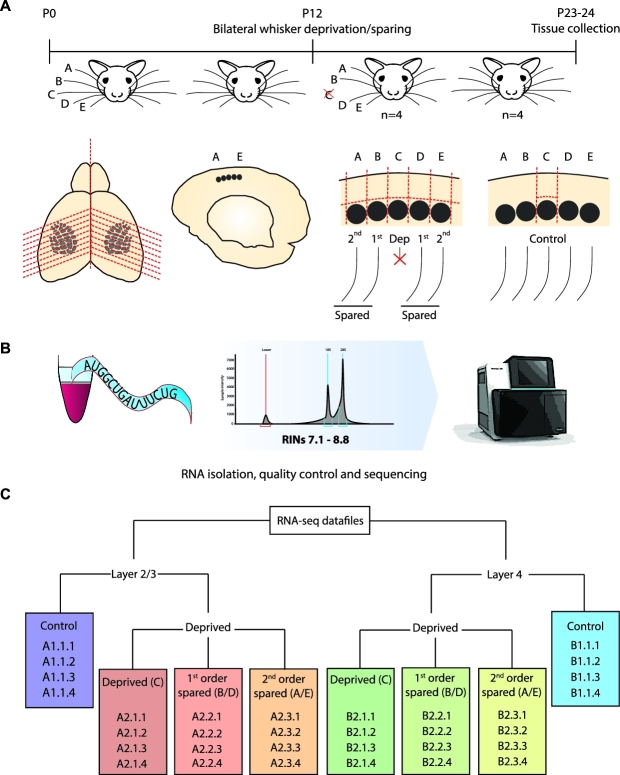
Overview of the experimental design, sample collection, and data organization. (**A**) Pups were bilaterally spared or deprived of their C-row whiskers between P12 and P23–P24, when acute slices were made and column- and layer-specific tissues were excised. (**B**) RNA was isolated, checked for integrity and purity, and subsequently sequenced. (**C**) Organization of the database. Colour codes denote experimental groups. Same denominations are used in the read counts matrix file (see the Supplementary Data).

#### Slice preparation and sample collection

Pups were anaesthetized using isoflurane and then perfused with ice-cold carbogenated slicing medium (108 mM ChCl, 3 mM KCl, 26 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 25 mM glucose, 1 mM CalCl_2_, 6 mM MgSO_4_, and 3 mM Na-pyruvate). Next, pups were decapitated and the brain was quickly dissected out, and 400 μm thalamocortical slices from each hemisphere were prepared as described before [2, 3]. Slices were transferred to 37°C carbogenated artificial cerebrospinal fluid (ACSF) (120 mM NaCl, 3.5 mM KCl, 10 mM glucose, 2.5 mM CaCl_2_, 1.3 mM MgSO_4_, 25 mM NaHCO_3_, and 1.25 mM NaH_2_PO_4_) where they were kept for 30 minutes and recovered at room temperature for another 30 minutes until tissue collection.

After incubation, slices were placed under a Nikon: Eclipse FN1 microscope (Nikon: Minato, Tokyo, Japan). The holding chamber was continuously perfused with room-temperature carbogenated ACSF. Due to the 55° cut, slices were obtained in which S1 barrels from specific rows (A–E) could be identified [2]. A thin, long glass pipette was pulled using a Sutter instruments P-2000 pipette puller, which was used to make intercolumnar incisions from L1 to the bottom of L4, after which the slice was placed under a binocular dissection microscope, where the location of specific barrel columns could now be readily identified by eye. A sterile 32G needle was then used to cut out L2/3 and L4 separately from each column. Tissue from columns A/E and B/D were pooled as they both constitute second- and first-order spared whiskers, respectively. Immediately after dissection, tissue samples were snap-frozen in liquid nitrogen and stored at −80°C until further use. All tools that came into direct contact with brain tissue were treated using RNAseZap (Thermo Fisher Scientific: Waltham, Massachusetts, United States, #AM9780) in order to minimize RNAse contamination.

#### RNA solation and quality control

Tissue samples originating from the same rows and layers were pooled within each animal. From control animals, only the C column tissues were used (also see the Re-use potential section). Tissue was quickly dissolved in Qiazol (Qiagen: Hilden, Germany, #79306), after which RNA was isolated using the miRNeasy Mini kit (Qiagen: Hilden, Germany, #217004), DNAse treated (Thermo Fisher Scientific: Waltham, Massachusetts, United States, #EN0521), and cleaned up using the RNeasy MinElute kit (Qiagen: Hilden, Germany, #74204), all following the manufacturer's instructions. Samples were then stored at –80°C until further processing.

RNA sample integrity was determined using Agilent Tapestation (High Sensitivity RNA Screentape). Sample RINs ranged from 7.1 to 8.8. To further assess RNA purity and integrity, RNA samples were used in reverse transcription polymerase chain reaction (RT-PCR) to confirm that cDNA could be produced and that a large (∼1000 bp) amplicon could be obtained. To produce cDNA, SuperScript II Reverse Transcriptase (Thermo Fisher Scientific: Waltham, Massachusetts, United States, #18064014) and random hexamer primers (Roche: Basel, Switzerland, #11034731001) were used. The resulting cDNA was then added to a PCR reaction mix, which further consisted of Jumpstart Ready Mix (Sigma P2893) and exon-exon junction-spanning CamKII primers (FW TCCAACATTGTACGCCTCCAT; RV TGTTGGTGCTGTCGGAAGAT). From all cDNA samples, a fragment of the expected size could be amplified, suggesting that the RNA samples contained pure RNA of sufficient integrity. All RNA samples thus passed our quality control criteria and were subjected to RNA sequencing.

#### RNA sequencing

RNA sequencing was conducted at the Genomics Core Facility of the EMBL, Heidelberg, Germany (RRID:SCR_004473). The cDNA library was generated using the non-stranded NEBNext Ultra RNA Library Preparation Kit for Illumina (NEB: Ipswich, Massachusetts, United States, catalogue #E7530), which includes oligo-dT bead selection of mRNA. For library enrichment, 13–14 PCR cycles were performed. Pooled libraries were sequenced on the Illumina: NextSeq 500 instrument (Illumina: San Diego, California, United States of America) (RRID:SCR_014983) in a 75-bp paired-end mode using high-output flow cells.

### Data validation and quality control

Sequencing read quality was assessed using FastQC (Babraham Bioinformatics: Babraham, England; RRID:SCR_014583), the results of which were merged using MultiQC (RRID:SCR_014982) [5]. The results are displayed in Fig. 2. Per base quality *phred* scores range from 34.80 to 35.15, indicating base call accuracies of >99.9% (Fig. 2A). Overall, 91.48–94.03% of reads had a mean *phred* score of 30 or above (Fig. 2B). In line with these scores, per base N content (i.e., percentage of bases that could not be confidently called) was very low, with a maximum value of 0.053%.

**Figure 2:**
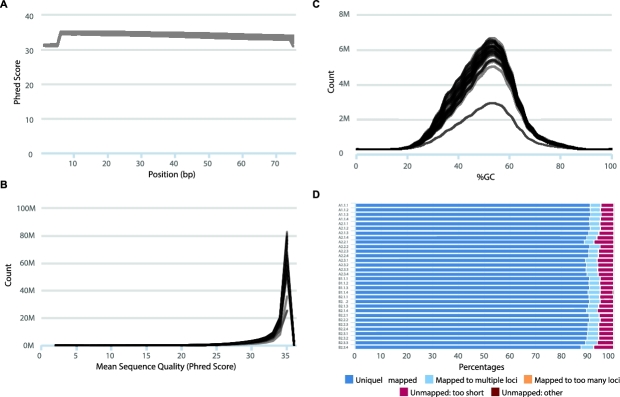
FastQC and STAR output graphs for all samples. (**A–B**) *Phred* scores per base and per sequence. **(C)** Per sequence GC content. (**D**) STAR output of alignment scores.

Reads were then mapped to the mm10 reference genome using STAR (RRID:SCR_005622) [6], which uniquely mapped between 39 000 000 and 59 000 000 reads, constituting an average 90.15% unique map rate across samples (Fig. 2D). Since the library preparation protocol entails a PCR enrichment step, which can lead to technical duplication and hence an overestimation of observed transcripts, we used Seqmonk (Babraham Bioinformatics: Babraham, England; RRID:SCR_001913) to plot the read density against the duplication levels (i.e., the percentage of duplicate reads) for each transcript. The obtained duplication plots showed a clear positive relation between read density and duplication levels (Fig. 3; Supplementary Fig. S1), suggesting that the origin of read duplication is biological, rather than technical.

**Figure 3:**
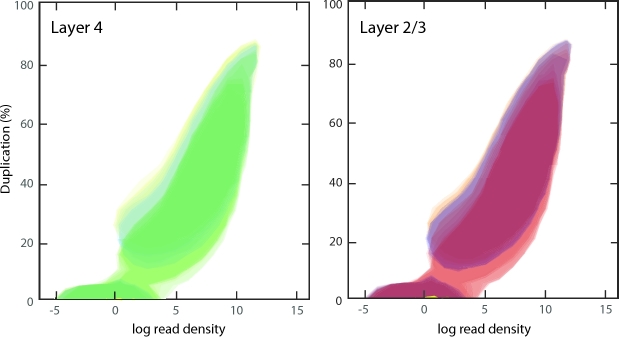
Overlays of duplication plot contours, showing a positive correlation between read density and duplication levels. Depicted contours enclose 90% of the data points.

Based on the above quality control measures, we determined that our RNA-sequencing data was of sufficient quality to be used in downstream analyses; therefore we continued with gene expression analysis.

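The gene expression data are counts of reads per gene from poly(A)-selected RNA, sequenced without strand information. Tissue of L2/3 and of L4 was taken from 4 types of column: the C columns of control animals, the C columns of animals whose C-row whiskers were plucked from postnatal day 12 (deprived), the B and D columns of the deprived animals (first-order spared), and their A and E columns (second-order spared). Each of these 8 groups holds 4 libraries, each from another animal collected at postnatal day 23 to 24, so that the 32 libraries come from 4 control and 4 deprived animals. No source states outright which libraries share an animal, and those with the same replicate number were taken to do so within the control and within the deprived animals. According to the submitters' processing notes, the authors trimmed reads with Trimmomatic 0.36 and aligned them to mm10 with STAR 2.5.2a. The counting tool and its gene annotation are not given in the sources used here.

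In L2/3, total counts per library ranged from 42795822 to 48623424 in control columns (median 46699034.5), from 35157868 to 39814175 in deprived columns (median 37854103), from 34924526 to 40832349 in first-order spared columns (median 39851198.5) and from 44585152 to 49355959 in second-order spared columns (median 47357321.5). In L4, totals ranged from 42860496 to 46768505 in control columns (median 44098361.5), from 35116899 to 41255042 in deprived columns (median 37483289.5), from 32617378 to 40653014 in first-order spared columns (median 37337693) and from 46993408 to 49109623 in second-order spared columns (median 48149919). Every control and second-order spared library thus held more counts than every deprived and first-order spared library. The paper gives the depth as uniquely mapped reads per sample, and all values here use the totals of the deposited counts.

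The authors kept genes with a CPM over 1 in at least 4 libraries, which leaves 14155 of the 24411 genes in the table. These genes hold 99.9% of all counts. From there, counts were normalized by TMM and all 32 libraries were fitted together with 1 mean for each of the 8 groups in edgeR's quasi-likelihood model, so that the groups share 1 estimate of the spread. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 from a two-sided test. Levels are given as mean TMM-normalized CPM ± SD over the 4 animals of a group. Lists of genes, written before the data were examined, were compared with all other genes by camera with a preset correlation of 0.01 between genes, and again with the correlation estimated from the data.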

#### Analysis of gene expression

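Between 16984 and 17674 transcripts per library were covered by at least 2 reads (median 17281.5). Within each layer the mean was higher in control and second-order spared columns than in the others, without overlap of the libraries in L4 and with overlap in L2/3. In L2/3 it was 17473 ± 167 (SD, n = 4) in control, 17200.2 ± 119.5 in deprived, 17220.5 ± 91.0 in first-order spared and 17458 ± 103 in second-order spared columns. In L4 it was 17331.5 ± 69.7 (SD, n = 4) in control, 17078.5 ± 52.9 in deprived, 17061.5 ± 57.6 in first-order spared and 17310 ± 78.1 in second-order spared columns. The groups with more transcripts are those with more counts per library, and the number was not corrected for depth. A set of 15384 transcripts had 2 reads in every library, 20048 had them in at least 1 library, and 3534 genes of the table were at 0 in all of them.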

Using a 2-read cut-off, we identified 16 900 to 17 600 transcripts per sample (Fig. 4A). Raw gene counts can be found online (see the Supporting Data for [7]). Differential gene expression analyses across groups were performed using EdgeR v. 3.12.1 (RRID:SCR_012802) [8, 9] using only genes with a count per million (CPM) >1 in at least 4 samples (Supplementary Table S1 for details on the commands used). 

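Genes known to mark L4 were higher in L4 tissue, and genes known to mark L2/3 were higher in L2/3 tissue. Scnn1a, a subunit of the epithelial sodium channel, lies on chromosome 6 of GRCm38 from 125320659 to 125344943 and had 22.2 ± 4.55 CPM (SD, n = 4) in L4 and 1.57 ± 0.165 CPM in L2/3 of control columns. Its log2 fold change of L4 over L2/3 was 3.82 (standard error 0.184, adjusted p = 1.27e-15 from edgeR). Rorb, a nuclear receptor needed for the patterning of barrels, lies on chromosome 19 from 18930605 to 19111196 and had 269 ± 57.5 CPM in L4 and 52.0 ± 10.9 CPM in L2/3 (log2 fold change 2.37, standard error 0.172, adjusted p = 2.05e-11). Rgs8, a regulator of G protein signalling on chromosome 1 from 153653025 to 153700323, had 53.0 ± 22.3 CPM in L4 and 212.5 ± 33.3 CPM in L2/3 (log2 fold change -2.00, standard error 0.201, adjusted p = 8.08e-09).

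All 7 L4 markers were higher in L4 of control columns at an adjusted p under 0.05, and all 9 L2/3 markers were lower, with the same counts when adjusted over the list alone. The other L4 markers had log2 fold changes of 2.73 (Cartpt, a neuropeptide precursor), 2.13 (Cyp39a1, an oxysterol hydroxylase), 2.06 (Lmo3), 1.23 (the potassium channel Kcnh5) and 1.1 (Kcnip2, a subunit of A-type potassium channels). The other L2/3 markers had log2 fold changes of -1.54 (Igfbp4), -1.15 (the calcium channel Cacna1h), -1.13 (Igfn1), -1.04 (Mdga1), -0.86 (Plcxd1, which shares 29.3% of its exonic length with Gtpbp6 on the opposite strand), -0.68 (Tle3), -0.41 (Rasgrf2) and -0.27 (Id2). As a group, the L4 markers were higher in L4 (camera, adjusted p = 1.33e-08, and adjusted p = 0.0420 with an estimated correlation, which became 0.0760 with the animal as a block). The L2/3 markers were lower as a group (adjusted p = 1.48e-06, and adjusted p = 0.0602 with an estimated correlation).

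Over the 4 types of column, 63 of the 64 comparisons of a marker between layers passed in the direction of its layer. The exception was Rasgrf2, an exchange factor for small GTPases, in second-order spared columns, with 328 ± 26.0 CPM (SD, n = 4) in L2/3 and 297 ± 24.3 CPM in L4 (log2 fold change -0.14, standard error 0.0918, adjusted p = 0.206).

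**Figure D1:**
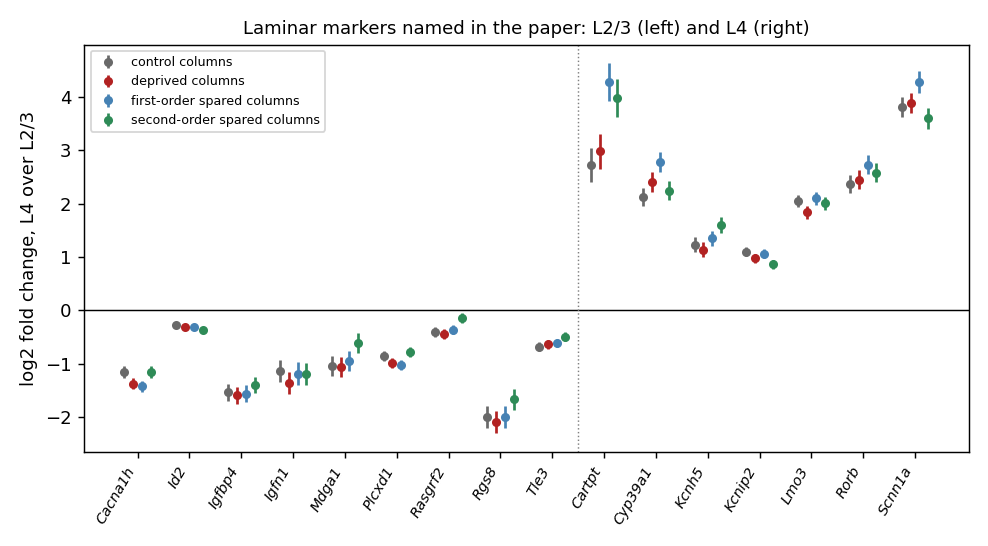
Log2 fold change of L4 over L2/3 for the 9 L2/3 and 7 L4 markers in each type of column, with bars of 1 standard error from edgeR (4 libraries per layer and type of column). The L4 markers lie above 0 and the L2/3 markers below 0 in every type of column, with Rasgrf2 in second-order spared columns nearest to 0.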

Since laminar identity is an important feature of our experimental setup, we assessed the relative expression of known molecular markers for L2/3 (*Cacna1h, Id2, Igfbp4, Igfn1, Mdga1, Plcxd1, Rasgrf2, Rgs8, Tle3*) and L4 (*Cartpt, Cyp39a1, Kcnh5, Kcnip2, Lmo3, Rorb, Scnn1a*) [10–12], which showed selective enrichment of the laminar markers in isolated layers (Fig. 4B).

**Figure 4:**
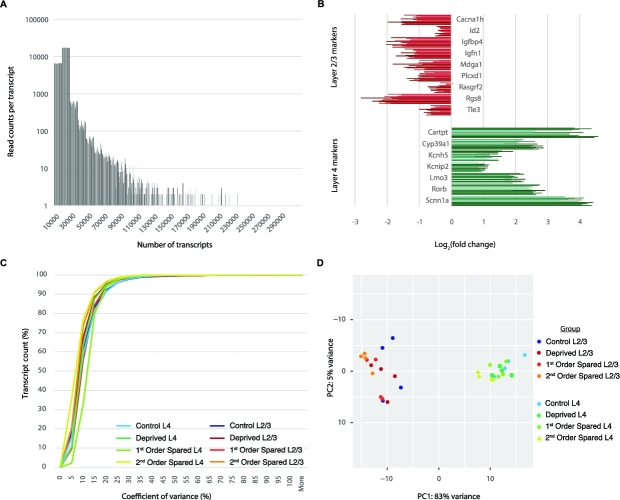
Gene expression analyses. (**A**) Histogram of read counts per transcript per sample. With a cut-off of 2 reads, between 16 900 and 17 600 transcripts could be identified across samples. (**B**) Relative expression of known molecular markers for cortical laminae. Layer 4 markers are enriched in samples originating from this layer; the same is true for layer 2/3 marker expression in layer 2/3 samples. (**C**) Cumulative plots of the CV of individual experimental groups. Including only transcripts identified by 50 reads or more, average CVs of <15% are found in ∼85% of transcripts. (**D**) PCA showing sample clustering by layer, including only transcripts identified by at least 50 reads. PC1 and 2 account for 88% of overall variance.

To assess the variance in transcript counts, we calculated the coefficient of variation (CV) for each transcript with a cut-off of 50 as the minimal read count separately for each group (Fig. 4C). This analysis showed that, on average, 85.93% of transcripts have a CV below 15%, suggesting low variance across transcript counts for individual genes. 

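Most transcripts varied little between the 4 animals of a group. Over the 8 groups, 88.4% ± 3.38 (SD, n = 8 groups) of the transcripts with at least 50 reads in every library of the group had a CV below 15%. The share was 84.2% in control, 89.5% in deprived, 89.8% in first-order spared and 90.6% in second-order spared columns of L2/3, and 81.9%, 90.0%, 91.0% and 90.0% in the same columns of L4. The CV was computed on TMM-normalized CPM, over 12806 to 13324 transcripts per group. The median CV was highest in the control columns, at 7.26% in L2/3 and 7.87% in L4, and lay between 5.56% and 6.14% in the other groups. Counting noise alone gives a transcript of 50 reads a CV of 14.1%, close to the limit of 15%.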

Principal component analysis (PCA) showed that samples cluster based on layer, and the first 2 components explained ∼88% of the variance in the data (Fig. 4C; Supplementary Fig. S2B).

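The layers were separated without overlap along the first component. Over the 12503 transcripts with at least 50 reads in every library, PC1 of the log2 CPM held 61.8% of the variance and PC2 held 8.70%, together 70.5%. The L2/3 libraries lay between -27.8 and -14.1 on PC1 and the L4 libraries between 14.5 and 29.5. The second-order spared columns lay nearest to the L2/3 end in both layers, at -26.0 ± 1.90 (SD, n = 4) against -17.4 ± 2.85 for control columns in L2/3, and at 16.8 ± 2.35 against 24.5 ± 3.49 in L4.

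PC2 set control animals 1 to 3 apart from the deprived animals in both layers. Their 6 libraries lay between 10.8 and 18.5 on PC2, and the 24 libraries of deprived animals between -12.1 and 3.08. Control animal 4 lay within the range of the deprived animals, at -5.63 in L2/3 and -2.19 in L4.

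**Figure D2:**
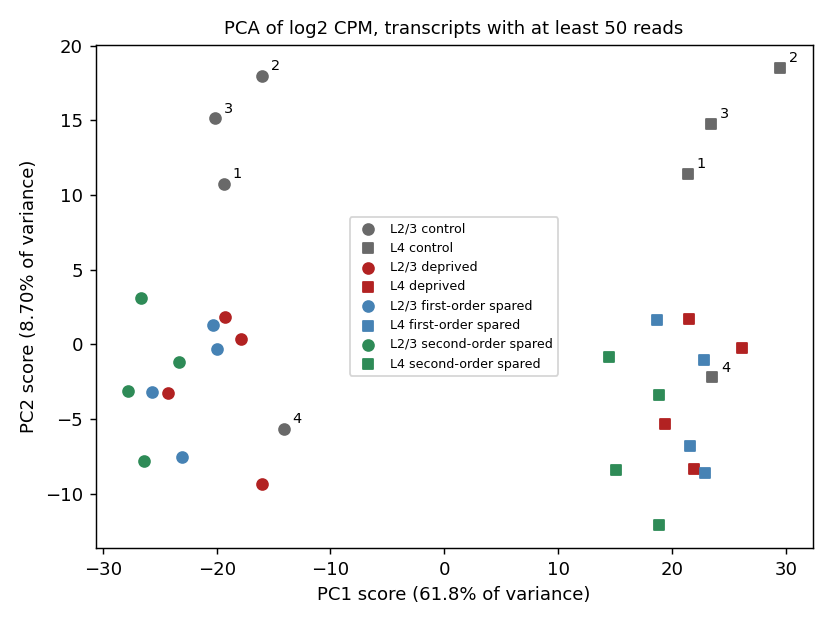
Scores of the 32 libraries on PC1 and PC2 of log2 CPM, with circles for L2/3, squares for L4, colours for the 4 types of column and the animal number beside each control library. L2/3 lies on the left and L4 on the right, control animals 1 to 3 lie at the top in both, and control animal 4 lies among the libraries of deprived animals.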

These quality control routines suggest that we have obtained RNA-sequencing data of high read quality, with individual bases being called confidently throughout the length of reads, which uniquely map to the mm10 reference genome at high rates (>90% average). The laminar origin of our samples could be identified through known molecular markers, confirming our samples are of high anatomical specificity.

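Further markers of L4, not among those chosen by the paper, were higher in L4 tissue, while further markers of the upper layers went both ways. Of 7 other L4 markers, 6 were higher in L4 of control columns, none was lower, and the counts were the same when adjusted over the list alone (camera, adjusted p = 4.08e-07, and adjusted p = 0.0180 with an estimated correlation, which became 0.0760 with the animal as a block). They include Rspo1, an activator of Wnt signalling, with a log2 fold change of L4 over L2/3 of 2.83, Kcnab3, a potassium channel subunit, with 2.61, and Whrn, a scaffold protein of sensory hair cells, with 2.54. Of 11 other upper-layer markers, 6 were lower in L4 and 3 were higher, also when adjusted over the list alone (camera, adjusted p = 0.247). Otof, a calcium sensor of vesicle fusion, fell by 2.63 and Wfs1, a protein of the endoplasmic reticulum, by 1.86 on the log2 scale from L2/3 to L4, while Cux1, a transcription factor of layers 2 to 4, was higher in L4 by 0.49.

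Markers of the deeper layers did not move one way. Of 11 L5 markers, 5 were lower in L4 and 1 was higher (6 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.0587), among them Qrfpr with a log2 fold change of -1.93, Tcerg1l with -1.53 and Bcl6 with -0.56. Of 10 L6 markers, 4 were higher and 2 lower in L4, also when adjusted over the list alone (camera, adjusted p = 0.347). Hs3st4, a heparan sulfate sulfotransferase, had 60.6 ± 10.3 CPM (SD, n = 4) in L4 and 6.87 ± 1.84 CPM in L2/3, and Tbr1, a transcription factor of L6 neurons, was higher in L4 by 0.94. Cplx3, found in subplate-derived L6 neurons, had a log2 fold change of -1.87.

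Tissue next to the cortex was searched for in the same way. Of 12 markers of the meninges and fibroblasts, 9 were lower in L4 (10 when adjusted over the list alone) and none was higher (camera, adjusted p = 0.0923). Their mean log2 CPM in the L2/3 control libraries of animals 1 to 4 was 0.63, 4.95, 4.58 and 1.43. Ptgds, the prostaglandin D2 synthase abundant in the meninges, had 484 ± 513 CPM (SD, n = 4) in L2/3 and 19.8 ± 3.46 CPM in L4 of control columns. Of 4 choroid plexus markers 3 were lower in L4, of 4 thalamus markers 3 were lower, and of 6 striatum markers 3 were lower and 2 higher, with the same counts when adjusted over each list alone (camera, adjusted p = 0.154, 0.247 and 0.347). None of 6 erythrocyte markers reached the filter on low counts. From the laminar markers, the paper reasons that the laminar origin of the samples could be identified, and it concludes that the samples are of high anatomical specificity.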

### Re-use potential

The current RNA-seq dataset might help address the molecular underpinnings of cortical experience-dependent plasticity. For example, it could be used (i) to identify genes whose transcription is modulated in an experience-dependent manner, (ii) to statistically map the transcriptional networks at laminar resolution, (iii) creating synergy with the single neuron RNA-seq datasets [13, 14], to address the molecular diversity of the cortical networks, (iv) combined with the proteomic analysis performed under comparable experimental conditions in the accompanying manuscript (Kole et al., submitted), to systematically study the transcriptional and translational regulation of the genome upon altered sensory experience, and finally (v) to identify and quantify splice isoforms given the sequencing depth of the current dataset. 

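Between the C columns of deprived and control animals, 354 genes differed in L2/3 and 717 in L4. In L4, 400 genes were higher and 317 lower in deprived columns. The largest increases include Wnt2, a secreted signalling protein, with a log2 fold change of 1.36, Ldb2, a cofactor of LIM transcription factors, with 1.25, the receptor Gpr161 with 1.07 and Galnt9, a glycosyltransferase of the brain, with 1.03. Galnt9 lies on chromosome 5 of GRCm38 from 110544355 to 110621380 and had 64.8 ± 20.2 CPM (SD, n = 4) in control and 133 ± 11.7 CPM in deprived L4 columns. In L2/3, 187 genes were higher and 167 lower in deprived columns, and Galnt9 had 50.1 ± 15.8 CPM (SD, n = 4) in control and 93.8 ± 6.58 CPM in deprived columns (log2 fold change 0.90, standard error 0.169, adjusted p = 0.00501 from edgeR). Enox1 was higher in both layers, by 0.77 in L4 and 0.69 in L2/3.

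Late activity-regulated genes, which neurons induce in the hours after activity, were higher as a group in deprived than in control columns of both layers by camera with its preset correlation alone. Of 21 such genes, 4 were higher in L4 and 5 in L2/3, none was lower, and 6 and 7 were higher when adjusted over the list alone (camera, adjusted p = 3.90e-06 in L4 and 2.28e-06 in L2/3). With an estimated correlation the adjusted p was 0.884 in L4 and 0.772 in L2/3. The mean log2 CPM of the list did not pass over the libraries (exact permutation test, two-sided, p = 0.114 in L4 and 0.143 in L2/3). Of 37 lists, 2 passed camera in each layer, and 0 with an estimated correlation. Baiap2, an adaptor of the actin cytoskeleton at synapses on chromosome 11 from 119942763 to 120006782, had 331 ± 41.6 CPM (SD, n = 4) in control and 426 ± 15.3 CPM in deprived L4 columns (log2 fold change 0.37, standard error 0.0590, adjusted p = 3.55e-04). Its log2 fold change in L2/3 was 0.34. Nptx1, a pentraxin that clusters AMPA receptors, had 272 ± 11.5 CPM in control and 355 ± 30.3 CPM in deprived L4 columns (log2 fold change 0.39, standard error 0.0746, adjusted p = 0.00221). In L2/3, Etv5, Vgf, Nptx1 and the neuropeptide Crh also passed, with log2 fold changes of 0.44, 0.37, 0.29 and 0.56. Each lost its call without L2/3 control replicate 2 (adjusted p = 0.167, 0.156, 0.134 and 0.189) or 3 or deprived replicate 1 or 4, and in part without control replicate 1 or deprived replicate 2 or 3. In L4, Etv5 lost its call without control replicate 2 (adjusted p = 0.0642), and Vgf without that library (adjusted p = 0.115), control replicate 3 (0.0835) or deprived replicate 3 (0.0657) or 4 (0.0632). Of 24 immediate early genes, 3 were higher in L4, also when adjusted over the list alone, and none in L2/3 (2 when adjusted over the list alone). Their mean log2 CPM did not pass over the libraries (exact permutation test, two-sided, p = 0.2 in L4 and 0.486 in L2/3). Egr3, a transcription factor of this list, had 253 ± 109 CPM (SD, n = 4) in control and 508 ± 39.1 CPM in deprived L4 columns (log2 fold change 1.01, standard error 0.207, adjusted p = 0.00557). The calls of the other members, Homer1 and Egr4, with log2 fold changes of 0.58 and 0.39, were lost without L4 control replicate 2 (adjusted p = 0.174 and 0.127), 1 or 3 or deprived replicate 1, 3 or 4.

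Of 27 presynaptic release genes, 4 were lower in each layer and none was higher (4 lower in L2/3, and 4 lower and 1 higher in L4, when adjusted over the list alone, camera adjusted p = 0.274 and 0.335). They include Nrxn3, a presynaptic adhesion protein, with log2 fold changes of -0.30 in L4 and -0.24 in L2/3, Rims2, a scaffold of the active zone, with -0.25 and -0.24, and Syn3, a synapsin, with -0.86 and -0.92. Syn3 shares 14.1% of its exonic length with Timp3 on the opposite strand. Of 40 axon guidance ligands and receptors, 5 were higher and 1 lower in L4 (6 and 1 when adjusted over the list alone), and 2 were higher and 2 lower in L2/3 (4 and 2). Unc5d, a netrin receptor, had 164 ± 17.7 CPM (SD, n = 4) in control and 98.7 ± 7.52 CPM in deprived L4 columns (log2 fold change -0.73, standard error 0.0893, adjusted p = 4.84e-05), and its log2 fold change in L2/3 was -0.51. The ephrin receptor Ephb2 was higher by 0.46 in L4 and 0.36 in L2/3. In L4 the GABA receptor subunit Gabra4 was lower by a log2 fold change of -0.23 and the potassium channel Kcnd3 was higher by 0.34.

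Across layers, 118 genes were higher and 88 lower in both, where independent lists would share 5.28 and 3.74, and none was called in opposite directions. Both layers come from the same animals. For the difference of this effect between layers, edgeR called no gene, against 319 at an unadjusted p under 0.05, and DESeq2 called 1 and limma-voom 0 (edgeR called 1 without L4 control replicate 1). These 319 are fewer than a share of 0.05 of the 14155 tested genes, which no difference at all would give.

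These counts depended on single libraries. The L2/3 count was 61, 88 and 1132 without control replicate 2, 3 and 4, and 117, 144 and 171 without deprived replicate 1, 3 and 4. The L4 count was 236, 304 and 1826 without control replicate 2, 3 and 4, and 333 and 392 without deprived replicate 3 and 4. A fit of the groups compared alone called 1 gene in L2/3 and 42 in L4. Every control library also held more counts than every deprived library, and no source says whether they were prepared apart.

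**Figure D3:**
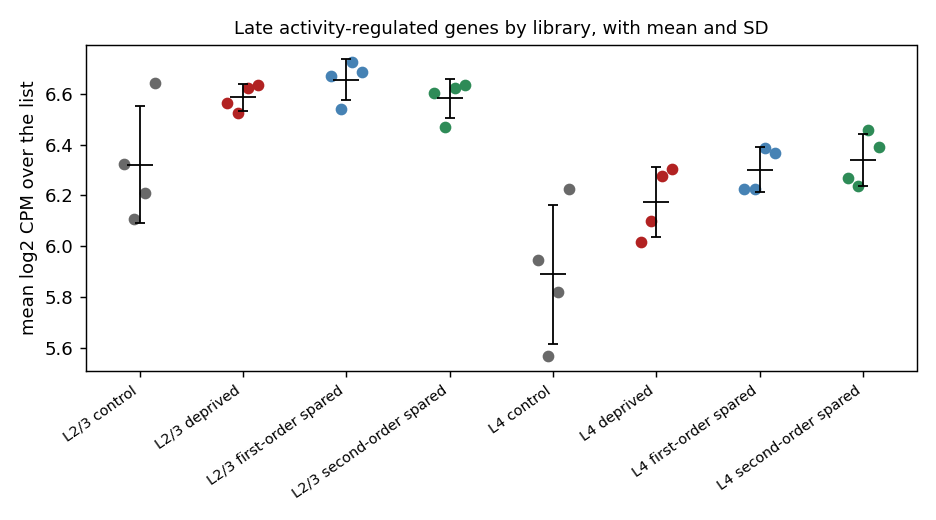
Mean log2 CPM over the late activity-regulated genes for each library, by layer and type of column (points), with the mean and SD of each group (bars, n = 4). The control columns average 6.32 in L2/3 and 5.89 in L4, the deprived columns 6.58 and 6.17, and the highest control library in each layer is that of animal 4.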

Since splicing and other posttranscriptional mechanisms govern which proteins are ultimately produced, combining the current transcriptomic dataset with a proteomics approach [15] would also be of high importance.

The current dataset focuses on isolated cortical columns and layers, which are necessarily diverse samples containing neuronal and non-neuronal cell classes. 

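Markers of neuron classes and of glia differed between the layers. All 15 markers of oligodendrocytes and myelin were higher in L4 than in L2/3 of control columns, also when adjusted over the list alone (camera, adjusted p = 1.91e-16, and adjusted p = 0.0588 with an estimated correlation). Mbp, the myelin basic protein, had 1943 ± 309 CPM (SD, n = 4) in L4 and 504 ± 44.5 CPM in L2/3, and the log2 fold changes of L4 over L2/3 were 1.95 for Mbp, 2.02 for Mag and 1.45 for Cnp. Astrocyte markers were lower in L4, 8 of 12 passing (9 when adjusted over the list alone) and none being higher (camera, adjusted p = 4.51e-04, and adjusted p = 0.207 with an estimated correlation). Gfap, the intermediate filament of astrocytes, had 25.2 ± 1.58 CPM in L4 and 183 ± 26.8 CPM in L2/3 (log2 fold change -2.86), and the water channel Aqp4 had a log2 fold change of -0.85.

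Markers of subclasses of inhibitory neurons were lower in L4, 10 of 13 passing and 1 being higher, also when adjusted over the list alone (camera, adjusted p = 3.70e-05, and adjusted p = 0.0652 with an estimated correlation). These include markers of neurons of the upper layers such as Ndnf with a log2 fold change of -2.37, the serotonin receptor Htr3a with -2.11, Adarb2 with -1.78 and Reln with -1.31. Htr3a had 3.59 ± 0.638 CPM (SD, n = 4) in L4 and 15.5 ± 2.61 CPM in L2/3. Of 12 general markers of inhibitory neurons, 5 were lower and 2 higher in L4, also when adjusted over the list alone (camera, adjusted p = 0.150), with Gad2, a GABA-synthesizing enzyme, at -0.85. Of 9 markers of excitatory neurons, 6 were higher and 1 lower, also when adjusted over the list alone (camera, adjusted p = 0.00314, and adjusted p = 0.0602 with an estimated correlation), with the glutamate transporter Slc17a6 at 0.94.

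Of 15 microglia markers, 9 were lower in L4 (10 when adjusted over the list alone) and none was higher (camera, adjusted p = 0.00585, and adjusted p = 0.530 with an estimated correlation), with C1qb, a complement subunit, at -0.44. Of 8 markers of oligodendrocyte precursors, 5 were lower and 2 higher, also when adjusted over the list alone (camera, adjusted p = 0.0485, and adjusted p = 0.530 with an estimated correlation), with the growth factor receptor Pdgfra at -0.93. Of 10 mural cell markers, 2 were lower and 1 higher (the same when adjusted over the list alone, camera adjusted p = 0.582), and none of 12 endothelial markers passed edgeR's test, also when adjusted over the list alone (camera, adjusted p = 0.730).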

In terms of experience-dependent plasticity, although most previous studies focus on excitatory projections, inhibitory cells and even non-neuronal cells have been implicated in plasticity [16–18]. This heterogeneity might be particularly important for L2/3, as also shown by the principal component analysis (Fig. 4D), given the relative diversity of cellular populations in supragranular layers and their heterogeneous connectivity patterns [19].

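The 16 libraries of each layer were compared for their distance from the mean of their own group on the log2 CPM of the 12503 transcripts used for the principal components. The distance was 14.5 ± 2.1 (SD, n = 16) in L2/3 and 13.7 ± 2.22 in L4, a ratio of 1.06 that did not pass a two-sided permutation test of the layer labels (100000 resamples, p = 0.329). That test takes the libraries as independent, although both layers were taken from the same animals and columns. With the layers paired by animal and column, a test chosen after seeing the data, the distance was larger in L2/3 in 12 of 16 pairs, by 0.766 ± 1.38 (SD, n = 16, exact sign-flip permutation test, two-sided, p = 0.0426). With 1 mean per animal it was larger in 7 of 8 animals, by 0.683 ± 0.787 (SD, n = 8, p = 0.0234 in the same exact test). It was larger in L2/3 in 4 of 4 control, 3 of 4 deprived, 4 of 4 first-order spared and 1 of 4 second-order spared pairs. Without replicate 1 of every group neither paired test passed (exact p = 0.755 over pairs and 0.719 over animals), nor without replicate 2 (0.214 and 0.469) or 3 (0.136 and 0.312), and without replicate 4 only that over pairs did (0.0137 and 0.125). In the plane of PC1 and PC2 of log2 CPM, the mean distance was 5.29 in L2/3 and 5.23 in L4 (permutation test of the layer labels, two-sided, p = 0.957) and was larger in L2/3 in 7 of 16 pairs (exact permutation test, two-sided, p = 0.862). The control columns spread the most, at 16.9 ± 2.43 (SD, n = 4) in L2/3 and 16.4 ± 2.63 in L4, and the means of the other 6 groups lay between 12.3 and 14.4. On the 500 most variable genes the ratio was 1.25 (permutation p = 0.00559, two-sided), and on the 500 most variable genes after DESeq2's transformation it was 1.22 (permutation p = 0.0220, two-sided). PC1 and PC2 of the latter held 88.1% of the variance, against 70.5% on log2 CPM of all genes used. In that plane the distances ran from 0.439 to 6.79 in L2/3 and from 0.246 to 4.11 in L4. They were larger in L2/3 in most pairs and were not tested. By its share of variance, this plane is nearer to that of Fig. 4D than the plane of log2 CPM is. The p-values given for the plane of log2 CPM do not cover it.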

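Spared columns of deprived animals were compared with the C columns of control animals in each layer. In L4, 855 genes differed in first-order spared columns (550 higher, 305 lower) and 3407 in second-order spared columns (1804 higher, 1603 lower). In L2/3, 606 genes differed in first-order spared columns (337 higher, 269 lower) and 1682 in second-order spared columns (750 higher, 932 lower), which became 2913 with the replicate number as a block. Tnc, the extracellular matrix protein tenascin C, lies on chromosome 4 of GRCm38 from 63959785 to 64047015 and had 1.26 ± 0.395 CPM (SD, n = 4) in control, 3.50 ± 0.327 CPM in first-order spared and 4.90 ± 0.655 CPM in second-order spared L4 columns. Its log2 fold change against control was 1.48 (standard error 0.230, adjusted p = 5.75e-04 from edgeR) in first-order and 1.96 (standard error 0.223, adjusted p = 2.75e-06) in second-order spared columns of L4, and 1.1 in second-order spared columns of L2/3.

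Late activity-regulated genes were higher than in control columns in both kinds of spared column by camera with its preset correlation. In L4 their mean log2 CPM was higher by 0.41 in first-order spared columns (exact permutation test, two-sided, p = 0.0857). It was higher by 0.448 in second-order spared columns (p = 0.0286 in the same exact test). In L4, 8 of the 21 were higher in first-order and 13 in second-order spared columns, with none lower (14 and 16 when adjusted over the list alone, camera adjusted p = 2.05e-11 and 1.25e-07, and adjusted p = 0.855 and 0.539 with an estimated correlation). In L2/3, 5 were higher in first-order and 5 higher and 1 lower in second-order spared columns (12 higher and 1 lower, and 9 higher and 1 lower, when adjusted over the list alone, camera adjusted p = 1.42e-08 and 2.39e-04, and adjusted p = 0.565 and 0.740 with an estimated correlation). Vgf, a precursor of neuropeptides, was higher by a log2 fold change of 0.52 and Baiap2 by 0.35 in first-order spared columns of L4. Egr3, an immediate early gene, was higher by 1.16 in first-order and 1.19 in second-order spared columns of L4.

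The paper's L4 markers were lower in several spared groups. Of the 7, 4 were lower than in control columns in second-order spared L4 columns, also when adjusted over the list alone, and none was higher (camera, adjusted p = 0.0152, and adjusted p = 0.619 with an estimated correlation). The log2 fold changes were -0.95 for Scnn1a, -0.74 for Cyp39a1, -0.70 for Rorb and -0.67 for Lmo3. In first-order spared L4 columns 1 was lower (2 when adjusted over the list alone, camera adjusted p = 0.230). In L2/3, 4 were lower in first-order and 5 in second-order spared columns (5 lower and 1 higher, and 6 lower and 1 higher, when adjusted over the list alone, camera adjusted p = 1.95e-04 and 3.76e-04, and adjusted p = 0.414 and 0.397 with an estimated correlation). Rorb was lower by -0.91 and Cartpt by -1.56 in second-order spared columns of L2/3. Kcnb2, a delayed rectifier potassium channel, was higher by 0.80 in second-order spared L4 columns, and Pla2g4e, a phospholipase, had a log2 fold change of -1.44 there.

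These comparisons use the same control libraries, so their calls are not independent of each other. Without L4 control replicate 2, 3 and 4 the count for first-order spared L4 columns was 167, 290 and 1948, and without first-order spared replicate 1, 3 and 4 it was 517, 377 and 474. The count for second-order spared L4 columns was 2188 without L4 control replicate 2. In L2/3 the count for first-order spared columns was 89, 229 and 1267 without control replicate 2, 3 and 4, and 303, 273 and 323 without first-order spared replicate 1, 3 and 4. The L2/3 count for second-order spared columns was 744 and 1082 without control replicate 2 and 3 and 992 without second-order spared replicate 3. A fit of the groups compared alone called 11 genes in first-order and 1819 in second-order spared columns of L4, and 41 and 906 in L2/3.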

Researchers reusing our dataset should be aware that comparisons between control column C and spared columns (A/E, B/D) may have to be approached with caution as this would involve 2 different columnar identities (whose transcriptomic dissimilarities are currently unknown), each coming from cortices that have had different sensory experience. However, direct comparisons between the C columns across experimental conditions (i.e., control vs deprived) as well as within-animal across-column comparisons in deprived animals control for these confounding variables.

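Within the deprived animals, few genes passed between the deprived C columns and their first-order spared neighbours when the animal was not a block. In L4, 8 genes differed between these columns, 4 higher and 4 lower in first-order spared columns. Diras2, a small GTPase of the brain, had 285 ± 10.9 CPM (SD, n = 4) in deprived and 345 ± 6.20 CPM in first-order spared columns (log2 fold change 0.28, standard error 0.0426, adjusted p = 0.00278 from edgeR). Prmt8, an arginine methyltransferase, Camkk2, a kinase upstream of calmodulin kinases, and Slc6a17, a vesicular transporter, were higher by 0.21, 0.18 and 0.14. Plxnd1, a semaphorin receptor, Mgat5b, a glycosyltransferase, and Mapk3, the kinase ERK1, had log2 fold changes of -0.35, -0.27 and -0.25. Leaving out deprived replicate 1, 3 or 4 left 2, 2 and 3 genes, and leaving out first-order spared replicate 1, 2, 3 or 4 left 2, 3, 2 and 2. With the animal as a block, 176 genes passed. In L2/3, edgeR called no gene between the same columns, against 236 at an unadjusted p under 0.05, while DESeq2 called 1, limma-voom 0 and the exact test 0. These 236 are fewer than a share of 0.05 of the 14155 tested genes, which no difference at all would give. The 7 L4 markers of the paper were lower in first-order spared L2/3 columns as a group (camera, adjusted p = 2.85e-08, and adjusted p = 0.0852 with an estimated correlation), although none passed alone. Late activity-regulated genes were higher as a group in first-order spared L4 columns (camera, adjusted p = 0.00511, and adjusted p = 0.729 with an estimated correlation). With the animal as a block they were higher in L2/3 too (camera, adjusted p = 1.80e-04 against 0.112 without it, and adjusted p = 0.282 with the block and an estimated correlation). None of the 21 passed alone in these columns, and 1 was higher in L4 when adjusted over the list alone.

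Second-order spared columns differed from deprived columns of the same animals in 442 genes in L2/3 (168 higher, 274 lower) and 1615 in L4 (806 higher, 809 lower). Dpysl2, a regulator of axonal microtubules on chromosome 14 of GRCm38 from 66802864 to 66868688, had 260 ± 9.45 CPM (SD, n = 4) in deprived and 181 ± 7.09 CPM in second-order spared L2/3 columns (log2 fold change -0.53, standard error 0.0439, adjusted p = 7.84e-09). In L4, Tnc was higher in second-order spared columns by a log2 fold change of 1.21, the neuropeptide Cort by 0.82 and Nrp2, a semaphorin receptor, by 0.73. Scnn1a had 20.6 ± 2.62 CPM in deprived and 11.5 ± 3.01 CPM in second-order spared columns (log2 fold change -0.84). Ntn5, a netrin that shares 23.4% of its exonic length with Sec1 on the opposite strand, had log2 fold changes of -0.71 in L4 and -0.68 in L2/3.

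Of 14 GABA receptor subunits, 5 were higher and 1 lower in second-order spared L4 columns (9 and 1 when adjusted over the list alone, camera adjusted p = 2.15e-04, and adjusted p = 0.450 with an estimated correlation). Gabra5, the subunit of extrasynaptic receptors, had 14.9 ± 0.935 CPM (SD, n = 4) in deprived and 23.9 ± 1.64 CPM in second-order spared columns (log2 fold change 0.68, standard error 0.0716, adjusted p = 6.44e-07). Gabra3 and Gabra4 were higher by 0.29 and 0.27. The glutamate receptor subunits Grik4 and Gria3 were higher by 0.52 and 0.46, and the potassium channel genes Kcnb2 and Kcnip4 by 0.53 and 0.39. Myelin genes were lower in the same columns, 7 of 15 passing (9 when adjusted over the list alone) and none being higher (camera, adjusted p = 9.80e-06, and adjusted p = 0.563 with an estimated correlation), with 1871 ± 220 CPM of Mbp in deprived and 1392 ± 99.1 CPM in second-order spared columns. The paper's L2/3 markers were higher in these L4 columns as a group, 2 of 9 passing (4 when adjusted over the list alone, camera adjusted p = 0.0115, and adjusted p = 0.563 with an estimated correlation). With the animal as a block, late activity-regulated genes were also higher as a group (camera, adjusted p = 0.00237 against 0.0624 without the block, and adjusted p = 0.418 with the block and an estimated correlation).

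In L2/3, astrocyte markers were higher in second-order spared columns, 2 of 12 passing (5 when adjusted over the list alone, camera adjusted p = 3.52e-04, and adjusted p = 0.349 with an estimated correlation). Aqp4 had 131 ± 10.1 CPM (SD, n = 4) in deprived and 175 ± 10.9 CPM in second-order spared columns (log2 fold change 0.42, standard error 0.0576, adjusted p = 8.03e-05). The meninges markers were higher there as a group (camera, adjusted p = 3.52e-04, and adjusted p = 0.584 with an estimated correlation) with none passing alone. The paper's L4 markers were lower as a group (adjusted p = 0.00124, and adjusted p = 0.349 with an estimated correlation) with none passing over all genes and 5 of 7 lower when adjusted over the list alone. Of 27 presynaptic release genes, 4 were lower (5 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.00163, and adjusted p = 0.349 with an estimated correlation), among them Cplx1 with a log2 fold change of -0.30, Stx1a with -0.21 and Sv2a with -0.15.

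Second-order and first-order spared columns differed in 347 genes in L2/3 (115 of them higher in second-order columns) and 1158 in L4 (557 higher, 601 lower). Dpysl2 was lower in second-order columns of both layers, by log2 fold changes of -0.53 in L2/3 and -0.47 in L4, and Gabra5 was higher in L4 by 0.69. These 3 comparisons share libraries, so their calls are not independent of each other. Between layers, 53 genes were higher and 170 lower in second-order spared than in deprived columns of both, where independent lists would share 9.57 and 15.7, and none was called in opposite directions. For the difference of this effect between layers, edgeR called no gene, against 1253 at an unadjusted p under 0.05, while DESeq2 called 40, limma-voom 15 and edgeR with the animal as a block 292 (edgeR called 9 without L2/3 deprived replicate 3 and 2 without L4 second-order spared replicate 1). Of 37 gene lists, 15 passed camera for this difference, 16 with the animal as a block and 0 with an estimated correlation. For first-order spared against deprived columns the difference between layers gave no gene in edgeR, against 228 at an unadjusted p under 0.05, and 0 in DESeq2 and limma-voom. The 228 are fewer, and the 1253 above are more, than a share of 0.05 of the 14155 tested genes.

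With the animal as a block, the counts against deprived columns rose to 1820 in L2/3 and 3474 in L4, and those between second-order and first-order spared columns to 1631 and 2962. The count of 442 in L2/3 was 135, 184 and 281 without deprived replicate 1, 2 and 4, and 278, 154 and 241 without second-order spared replicate 1, 2 and 3. The count of 1615 in L4 was 754 without deprived replicate 1 and 1027 and 1035 without second-order spared replicate 3 and 4. Between second-order and first-order spared columns, the L2/3 count was 103 without first-order spared replicate 1, and 110 and 190 without second-order spared replicate 1 and 3. It was 65 higher and 146 lower genes without first-order spared replicate 2, and 33 and 79 without second-order spared replicate 2. The L4 count was 643, 610 and 716 without first-order spared replicate 1, 2 and 4, and 713, 619 and 596 without second-order spared replicate 2, 3 and 4.

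**Figure D4:**
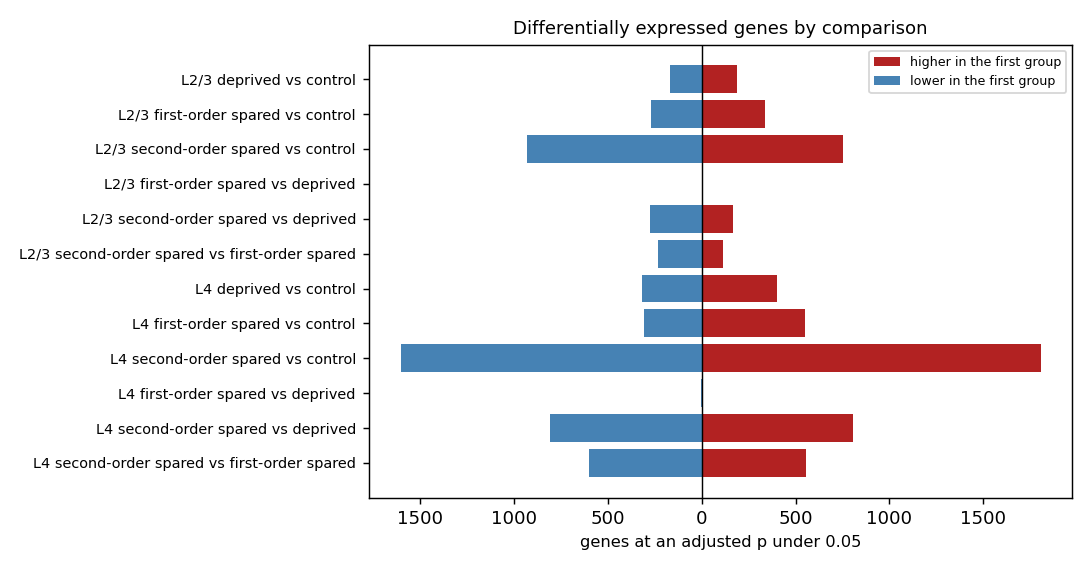
Number of genes at an adjusted p under 0.05 from edgeR, without the animal as a block, in each comparison of column types (4 libraries per group). Genes higher in the first group lie to the right of 0 and genes lower to the left. The comparisons of first-order spared with deprived columns hold 0 and 8 genes, and those of second-order spared with control columns hold the most in each layer.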

Taken together, we hope that this data will prove useful in discovering the novel molecular targets responsible for cortical plasticity and will lead to targeted control of plasticity in health and disease.

## Availability of the supporting data

All supporting data are available in the *GigaScience* repository, *Gig*aDB [7].

The raw sequence reads were deposited in the NCBI under GEO accession GSE90929.

## Additional files

Supplementary Figure S1. Duplication plots for all samples, produced using SeqMonk (Babraham Bioinformatics: Babraham, England).

Supplementary Figure S2. (A) Cumulative plots of the CVs of each experimental group, including transcripts identified by at least 1 read. Average CVs of <25% are found in ∼85% of transcripts. (B) PCA including transcripts identified by at least 1 read. The majority (88%) of overall variance is explained by principal components (PC) 1 and 2.

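The share of transcripts with a CV below 25% was similar in the 8 groups when transcripts with at least 1 read in every library of the group were included. It was 82.2% ± 1.37 (SD, n = 8 groups), from 79.8% in control columns of L4 and 80.5% in control columns of L2/3 to 83.4% in first-order spared columns of L4. Each group held 16641 to 16951 such transcripts.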

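With the 15786 transcripts that had at least 1 read in every library, PC1 of the log2 CPM held 47.3% of the variance and PC2 held 7.04%, together 54.3%.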

## Abbreviations

EDP: experience dependent plasticity; L2/3: cortical layer 2/3, also known as supragranular layers; L4: cortical layer 4, i.e., granular layer.

## Competing interests

The authors declare that they have no competing interests.

## Funding

Funding for the current work was provided by the Faculty of Science of the Radboud University, Nijmegen, the Netherlands (grant number 626830–6200821) as well as the ALW Open Programme of the Netherlands Organization for Scientific Research (grant number 824.14.022).

## Author contributions

K.K. performed all experimental manipulations, sample acquisition, biological and bioinformatic quality controls, and prepared the tables and figures. Y.K. and Ja.P. performed bioinformatic analysis. Je.P. performed library prep. V.B. supervised RNA-seq. P.T. contributed bioinformatic analysis and co-supervised the project. T.C. designed and supervised the project. K.K. and T.C. wrote the manuscript. All authors edited otherwise approved the final version of the manuscript.

## Supplementary Material

GIGA-D-16-00170_Original-Submission.pdf

GIGA-D-16-00170_Revision- 1.pdf

GIGA-D-16-00170_Revision-2.pdf

GIGA-D-16-00170_Revision-3.pdf

Response-to-Reviewer-Comments_Original-Submission.pdf

Response-to-Reviewer-Comments_Revision-1.pdf

Response-to-Reviewer-Comments_Revision-2.pdf

Reviewer-1-Report-(Original-Submission).pdf

Reviewer-1-Report-(Revision-1).pdf

Reviewer-2-Report-(Original-Submission).pdf

Reviewer-2-Report-(Revision-1).pdf

Additional files

How the deposited data were processed for this re-analysis (not part of the article)

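The deposited data are a table of counts of reads per gene for 32 libraries of mouse barrel cortex, with 4 libraries in each of 8 groups made of 2 layers and 4 types of column. The authors made these counts from RNA selected by oligo-dT beads and sequenced in pairs of reads with a kit that does not mark strand. The submitters' processing notes name Trimmomatic 0.36 and STAR 2.5.2a, and reads were aligned to mm10. The counting tool and the gene annotation are not given in the sources used here. Without strand, reads of genes that overlap on opposite strands cannot be told apart. Groups and replicate numbers were taken from the sample labels and the paper, each column of the table was matched to its library by name, and 0 columns of libraries were left unused. Of the 24411 gene names in the table, 24027 were matched to GENCODE M21 on GRCm38, the assembly that mm10 is built on, 23376 by the same symbol and 651 by an older one, and coordinates come from there.

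CPM, log2 CPM, fold changes and p-values were computed here from the deposited counts. Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main fit used genes with a CPM over 1 in at least 4 libraries, TMM factors, robust dispersions, 1 mean per group over all 32 libraries and edgeR's quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method within each of 19 comparisons of groups, and genes were called at an adjusted p under 0.05. The authors' commands use edgeR's exact test, which was run as an alternative. Log2 CPM used a prior count of 2. Lists of genes were tested by camera on these values with a preset correlation of 0.01, and the p-values were adjusted over the lists of a comparison. Over all comparisons, 158 list tests passed, and 11 did with an estimated correlation. Genes named in the text are those the paper names, up to 12 with the largest increase and 12 with the largest decrease in a comparison among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the libraries of the groups, and up to 4 members of each list with the smallest adjusted p. Predicted genes without a proper symbol were left out of this rule, and a few genes that meet it are not reported here.

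On simulated data, counts were drawn for the 14155 tested genes from their means over all libraries, their dispersions and the library sizes, with 50 genes changed at each size in the deprived columns of L4, which were tested against control. The quasi-likelihood test recovered 58% of the genes changed by 0.3 on the log2 scale, 76% at 0.6, 96% at 1 and 98% at 2, with 3 false calls. The libraries were drawn independently and with the same dispersion of a gene in every group. In the data the control columns spread more and libraries share animals, so the false calls do not measure the error rate there. Total counts per library ranged from 32617378 to 49355959 (median 42025432). Coefficients of variation were computed per transcript from TMM-normalized CPM within each group. They used transcripts with at least 50 reads, or at least 1 read, in every library of the group. Principal components came from centred, unscaled log2 CPM of transcripts with at least 50 reads in all libraries. Single values were compared by exact permutation tests with fewer than 10 libraries in a group and otherwise by 100000 random permutations, all two-sided.

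The paper states that tissue was pooled within each animal and that 4 animals were used per condition, but no source states outright which libraries share an animal. Libraries with the same replicate number within control animals, and within deprived animals, were taken as tissues of the same animal, an inference on which every result with the animal as a block, or paired by animal, rests. The correlation of their deviations from the group means was checked over the tested genes with at least 50 reads in every library. For the layers of control animals it was 0.236 to 0.469 for the same number (median 0.456) and -0.332 to 0.153 for different numbers. Within deprived animals it was 0.0489 to 0.607 (median 0.336), against a median of -0.116 for different numbers, and 24 of 24 libraries correlated best, on average, with the libraries of their own number. The fit with the animal as a block was therefore run for comparisons within animals beside the fit without it. No source ties a control to a deprived animal of the same number. Between second-order spared and control columns of L2/3, however, all 4 same-numbered pairs of libraries correlated at 0.134 to 0.384, so the count with the number as a block is given there too. The alternatives were other tools, filters, scalings, thresholds, groups in the fit, the block, and each library left out in turn. Rn45s was left out, libraries were thinned to the lowest total, control animal 4 was left out and trends on GC content and length were removed together with the block only after the data had been seen, and so were the tests of gene lists with the block and of the spread with the layers paired. Quality of the raw reads, duplication and the proteomic data the paper mentions were not analysed here.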

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

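The tests of GC content and length, of a swap or a wrong label of control animal 4, of stress and of plucking were chosen after the results were seen, and those of the depth of dissection, of a batch, of cell classes and of other splits of the libraries before.

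Second-order spared columns differed from deprived columns of the same animals in 442 genes in L2/3 and 1615 in L4, where the other splits of the same libraries gave at most 1 and 6, and the 7 others that part all 4 animals, as the real one does, gave none, too few for a share under 0.05 where only these keep the pairing. The L2/3 count was 135, 184 and 281 without deprived replicate 1, 2 and 4 and 278, 154 and 241 without second-order spared replicate 1, 2 and 3, and the L4 count 754 without deprived replicate 1 and 1027 and 1035 without second-order spared replicate 3 and 4. Removing trends on GC content and gene length left 1840 genes in L2/3 against 1820 with the block alone (1285 in both), which argues against such trends as the whole cause there, while in L4 it left 2011, 57.9% of 3474 (1479 in both), too many calls lost and too many left to tell such trends apart. Cuts at another depth that change the mix of L2/3 and L4 would change the genes that differ between these layers, yet 3.17% of the 4601 genes alike in both layers and 3.10% of the 9554 others passed in L2/3, and 11.4% of each in L4. The others also include genes that were not called between the layers, so equal shares do not weigh the sets against each other. What counts is that genes alike in both layers passed, which such a mix would leave nearly unchanged. This argues against such a mix as the whole cause, although the log2 fold changes correlated across genes with those between layers (r = -0.456 in L2/3 and r = -0.337 in L4, where genes are not independent replicates). Tissue from above L2/3 or below L4 is not covered, since genes alike in both layers can differ there, so a cut at another depth stays open in that respect. A batch cannot be told apart from the type of column, since the second-order libraries are listed last in the authors' commands and no source says whether they were prepared apart. Every control and second-order spared library held 42795822 counts or more, and every deprived and first-order spared library 41255042 or fewer. Comparisons of deprived with control columns cross this divide too, and those of first-order spared with deprived columns do not. The log2 fold changes of the layers correlated across genes at r = 0.285, which does not decide on a batch. A difference by the place of the A and E columns stays open as untested, since the control animals gave C columns only.

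Control animal 4 lay apart from control animals 1 to 3 on PC2 in both layers, at -5.63 and -2.19 against 10.8 to 18.5. Exchanging it with deprived animal 2 raised the L4 counts from 717 to 1200 (deprived against control) and from 855 to 1013 (first-order spared against control), and lowered the other 4 counts against control, but a swap needs a deprived animal in its place, and 0 of the 24 libraries of deprived animals reached the range of control animals 1 to 3 (those of animal 2 lay between -0.836 and 3.08), which argues against it. Of 10 lists of cell class markers, 3 lay outside the range of control animals 1 to 3 on the same side in both layers (excitatory neurons and myelin higher, astrocytes lower), which does not decide whether the tissue held other cells. A wrong label or another litter cannot be told apart from a difference between animals, and without this library the count between deprived and control L4 columns was 1826 against 717. No biological explanation was tested, as the design names none within the control group.

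Late activity-regulated genes averaged a log2 CPM of 6.17 ± 0.14 (SD, n = 4) in deprived and 5.89 ± 0.27 in control L4 columns (exact permutation test, two-sided, p = 0.114), and 6.58 ± 0.05 and 6.32 ± 0.23 in L2/3 (p = 0.143 in the same exact test). An effect of plucking on the C columns alone would predict a higher mean in deprived than in first-order spared L4 columns. This was seen in 0 of 4 animals (differences -0.206, -0.124, -0.112 and -0.0633). It does not decide the question, since the control animals gave C columns only and any difference between C and B or D columns without plucking is unknown. Stress or handling at dissection cannot be told apart: the median log2 fold change was 0.11 over the immediate early genes and 0.32 over the late genes, and the difference between these lists was larger in deprived than in control columns by 0.0810 (exact permutation test, two-sided, p = 0.543).

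The following counts come from comparisons that the paper does not report, each beside the highest of the other 34 of 35 splits of its libraries. It stays open whether the numbers of control and deprived animals mark something shared. Only if they do not can all 35 splits be used, where the smallest share is 0.0286, and shares were not adjusted over the comparisons. In L2/3 only 1 split, the real one, gave as many genes for deprived against control columns (354 genes, highest other split 327). The same holds for first-order spared against control (606 and 538). The highest other splits came close there, so chance is not excluded. On the same condition the splits argue against chance in L4 for second-order spared against control (3407 and 1210, 1 split). They do not for deprived against control (717 and 1200, 2 splits) or first-order spared against control (855 and 1013, 2 splits). Where the libraries compared are paired by animal or number, as these would be if the numbers are shared, only the 8 splits that part all 4 pairs keep the pairing, so the smallest share is 0.125 and the splits are too few for one under 0.05. The libraries were taken as paired in L2/3 for second-order spared against control (1682 and 702) and second-order against first-order spared (347 and 1), and in L4 for first-order spared against deprived (8 and 0) and second-order against first-order spared (1158 and 0). In each the others of these 8 splits gave 0. The L2/3 counts of deprived, first-order spared and second-order spared against control columns were 61, 89 and 744 without control replicate 2 and 88, 229 and 1082 without control replicate 3, and for deprived and first-order spared columns 1132 and 1267 without control replicate 4. The first was 117, 144 and 171 without deprived replicate 1, 3 and 4, the second 303, 273 and 323 without first-order spared replicate 1, 3 and 4, and the third 992 without second-order spared replicate 3. Between second-order and first-order spared columns of L2/3 it was 103 without first-order spared replicate 1, 110 and 190 without second-order spared replicate 1 and 3, 65 higher and 146 lower without first-order spared replicate 2 and 33 and 79 without second-order spared replicate 2. The L4 counts against control were 236, 167 and 2188 without control replicate 2, 304 and 290 for deprived and first-order spared columns without control replicate 3, and 1826 and 1948 without control replicate 4. For deprived columns of L4 the count was 333 and 392 without deprived replicate 3 and 4, and for first-order spared columns 517, 377 and 474 without first-order spared replicate 1, 3 and 4. Between second-order and first-order spared columns of L4 it was 643, 610 and 716 without first-order spared replicate 1, 2 and 4, and 713, 619 and 596 without second-order spared replicate 2, 3 and 4. The 8 genes between first-order spared and deprived columns became 2, 2 and 3 without deprived replicate 1, 3 and 4, and 2, 3, 2 and 2 without first-order spared replicate 1, 2, 3 and 4. In all 6 comparisons with control columns the highest other split exchanges control animal 4 with deprived animal 2. These comparisons share control libraries within a layer and animals across layers, so they are not independent signs of a structure of the samples. 

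The layers were parted with 6302 genes in control (highest other split 2003), 6089 in deprived (489), 6341 in first-order spared (228) and 6739 in second-order spared columns (1), where the layers are paired by animal and the splits are again too few. Where edgeR called no gene, all 35 splits give at least as many by construction, so that they say nothing about chance. These are first-order spared against deprived columns of L2/3 (highest other split 32) and the differences between layers for deprived against control (9), first-order spared against deprived (0) and second-order spared against deprived columns (1), with unadjusted counts of 236, 319, 228 and 1253 and DESeq2 counts of 1, 1, 0 and 40. Limma-voom gave 0, 0, 0 and 15, and edgeR with the animal as a block 0, 0, 0 and 292. Without L4 control replicate 1 the second of these counts was 1, and the last was 9 without L2/3 deprived replicate 3 and 2 without L4 second-order spared replicate 1. Between layers, of the 8 splits that part all 4 pairs of libraries taken to be from the same animal, as the real one does, the highest other gave 1 gene or none, and the splits with more genes part fewer pairs.

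A library far from the other 3 of its group was found in 8 of 56 tests of a group over 7 measures, where chance gives about 1 in 20. The L4 deprived library of animal 1 held 17000 transcripts with at least 2 reads, the others 17098 to 17116. Rn45s, a ribosomal RNA precursor, took 0.943% of the counts in the L2/3 second-order spared library of animal 1 (others 0.0421% to 0.142%) and 2.97% in the L4 second-order spared library of animal 4 (others 0.0495% to 0.0936%). The 10 highest genes took 4.29% of counts in the former (others 3.57% to 3.65%) and 6.38% in the latter (others 3.75% to 3.83%). With Rn45s left out these shares were 3.64% (others 3.57% to 3.65%) and 3.79% (others 3.75% to 3.84%), so they repeat the excess of Rn45s and are not separate findings. The 10 highest genes took 3.61% in the L2/3 first-order spared library of animal 4 (others 3.67% to 3.68%) and 3.71% in the L4 first-order spared library of animal 4 (others 3.85% to 3.87%). The L4 second-order spared library of animal 4 lay 15.2 from the mean of its group (others 11.8 to 12.1).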

How the results depend on the processing

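Thinning to the lowest total, leaving out Rn45s or control animal 4, GC content and length with the block, and the paired tests of spread and gene lists were chosen after seeing the data. Over 19 comparisons and 283 settings, 208 counts lay within 1.5 times the main count, 45 above and 30 below, and of 176 fits without 1 library 119 lay within. Of 179 values of named genes, 2570 of 2749 settings kept the call, 179 lost it and 0 reversed, and 203 of 1432 fits without 1 library lost it. Counts are given in the order deprived, first-order spared and second-order spared against control, then first-order spared against deprived, second-order spared against deprived and second-order against first-order spared, where they moved by over 1.5 times. The causes were not tested, except that the stricter threshold has fewer calls by construction. In L2/3 (354, 606, 1682, 0, 442, 347), an adjusted p under 0.01 gave 62, 143, 631, 96 and 74 for those that moved. DESeq2 gave 639, 924, 1, 736 and 655 in all but second-order against control. Limma-voom gave 1209, 1515, 2990, 949 and 703, the groups alone 1, 41, 906, 270 and 154. Without control animal 4 the comparisons with control gave 1503, 1665 and 2826. For second-order against deprived and against first-order columns the exact test gave 285 and 193 and the 16 libraries of the layer 259 and 209, and no filter on low counts gave 292 for the former. In L4 (717, 855, 3407, 8, 1615, 1158), an adjusted p under 0.01 gave 216, 190, 1743, 2, 597 and 314. Limma-voom gave 1601, 2065, 26 and 1876 where it moved, the 16 libraries 446, 489, 1 and 697, the groups alone 42, 11 and 1819 against control, and leaving out control animal 4 gave 2089 and 2246. For first-order spared against deprived columns, DESeq2 gave 34, thinning 5 and no filter 2. The replicate block gave 1140, 1573, 2913, 1820 and 1631 in L2/3 and 1756, 1900, 176, 3474 and 2962 in L4, and with GC content and length 1291, 1511, 2882, 1, 1840 and 951 in L2/3 and 1946, 2026 and 199 in L4. Across control and deprived animals, same-numbered libraries had correlations of -0.264 to 0.456 (median 0.164, against -0.0424 for different numbers). No source ties these animals by number, and each comparison with control except that of second-order spared columns in L2/3 held a pair at 0.0480 or lower, so it stays open whether the numbers mark something shared there. The block changed no list call reported for that comparison. It changed no other call reported within animals, and moved no other count there by over 1.5 times. The difference between layers gave 1 gene for deprived against control with DESeq2, and for second-order spared against deprived 40 with DESeq2, 15 with limma-voom, 5 with the groups alone, 292 with the block and 457 with block and GC content. Leaving out 1 library gave 61 to 1132, 89 to 1267, 744 to 2489, 135 to 547 and 103 to 320 in L2/3, 236 to 1826, 167 to 1948, 2188 to 3867, 2 to 11, 754 to 1442 and 596 to 969 in L4, and 0 to 1 and 0 to 9 for the differences between layers. Of list calls, 158 became 11 with an estimated correlation, and 130 within animals became 166 with the block and 0 with both, tests added after. The median of detected transcripts was 17910 at 1 read, 16797.5 above 2 reads, 15364 at 10 reads and 13576 at a CPM over 1. The share with a CV below 15% was 84.1% on raw counts, 99.9% on log2 counts, 84.6% with 50 reads in any library and 91.8% with divisor n, and that below 25% was 94.7% on log2 counts, 77.1% by the group mean, 71.8% by any library and 84.9% with divisor n. PC1 and PC2 together held 88.1% and PC1 83.2% with the variance stabilizing transformation and 500 genes, 73.9% and 65.1% with it and all genes, 77.0% and 45.6% on log2 counts, 83.5% and 69.0% on raw counts, 51.1% and 37.3% at unit variance, 54.3% and 47.3% at 1 read, 68.1% and 60.3% by the mean, and 86.5% and 80.5% on 500 genes, and without 1 replicate number 70.6% to 73.1% and 61.6% to 63.7%. At 1 read with the transformation and 500 genes they held 88.2% and 81.3%, added after. The ratio of spread was 1.22 with the transformation and 500 genes, 1.25 on 500 genes of log2 CPM and 1.34 with the transformation at 1 read, and 1.06 with the layers paired by animal and column (exact permutation p = 0.0426) or by animal (exact permutation p = 0.0234). Over pairs and over animals, the paired exact permutation p was 0.0852 and 0.125 with the transformation and all genes, 0.429 and 0.469 on log2 counts, 0.912 and 0.273 at unit variance, 0.0760 and 0.0312 at 1 read, 0.00644 and 0.0156 by the mean, and 0.0274 and 0.0547 on raw counts, where L4 spread more. The same exact permutation p was 0.0152 and 0.0156 with the transformation and 500 genes and 0.00412 and 0.00781 on 500 genes of log2 CPM. With the transformation and 500 genes at 1 read it was 0.00400 and 0.0156. At 50 reads, counting noise alone limits the precision of a CV.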

Differences from the paper's values

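At 1 read per transcript, the paper gives 88% of variance on PC1 and PC2, and the value here is 54.3%. The variance stabilizing transformation with the 500 most variable genes at 1 read gave 88.2%, a setting chosen after seeing the values, so that it falls within 1.5 times the paper's value. No alternative set before the data were examined was computed at this minimum of reads.

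In Fig. 4D, PC2 holds about 5%, read by eye, and the value here is 8.70%. Of the alternatives set before the data were examined, the variance stabilizing transformation with the 500 most variable genes (4.90%), the 500 most variable genes on log2 CPM (6.03%) and transcripts with at least 1 read (7.04%) lie within 1.5 times of it. The transformation with all genes (8.74%), log2 counts (31.4%), raw counts (14.5%), genes scaled to unit variance (13.7%), the filter on the mean (7.77%) and the runs without 1 replicate number (8.52% to 10.4%) do not.

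The paper states that its laminar markers were enriched in their own layer, and 63 of 64 comparisons passed here, all except Rasgrf2 in second-order spared columns (log2 fold change -0.14, adjusted p = 0.206 from edgeR).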

Other observations

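The tests with the animal as a block were chosen after the results were seen. Genes of synaptic transmission differed between the layers of control columns. Of 25 postsynaptic scaffold genes, 17 were lower and 2 higher in L4 than in L2/3 (19 and 2 when adjusted over the list alone, camera adjusted p = 5.98e-06, and adjusted p = 0.207 with an estimated correlation). Of 27 presynaptic release genes, 14 were higher and 6 lower in L4 (15 and 6 when adjusted over the list alone, camera adjusted p = 0.0433, and adjusted p = 0.353 with an estimated correlation), with Syt10, a synaptotagmin, far lower at a log2 fold change of -3.80. Of 15 ionotropic glutamate receptor subunits, 9 were lower and 4 higher, also when adjusted over the list alone (camera, adjusted p = 0.0485, and adjusted p = 0.309 with an estimated correlation, and adjusted p = 0.0862 with the animal as a block). The kainate receptor subunits moved apart, with Grik3 higher by 1.66 and Grik4 lower by -1.60. Of 7 metabotropic glutamate receptors, 3 were higher and 4 lower, also when adjusted over the list alone, with Grm2 higher by 1.90, and the median over the list (-0.17) and the mean (0.10) differ in sign (camera, higher in L4, adjusted p = 0.725). Of 14 GABA receptor subunits, 4 were higher and 5 lower (4 and 6 when adjusted over the list alone, camera adjusted p = 0.730). Of 34 voltage-gated potassium channel genes, 14 were higher and 11 lower (14 and 12 when adjusted over the list alone, camera adjusted p = 0.279).

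Lists of matrix, neuropeptide, activity-regulated and immune genes were lower in L4 of control columns. In L4, 11 of 19 genes of perineuronal nets and extracellular matrix were lower and 3 higher, and 8 of 14 neuropeptides were lower and 2 higher, with the same counts when adjusted over each list alone (camera, adjusted p = 0.0157 for both, and adjusted p = 0.207 and 0.370 with an estimated correlation). Of 40 axon guidance genes, 20 were lower and 12 higher (20 and 14 when adjusted over the list alone, camera adjusted p = 0.271). Late activity-regulated genes were lower in L4, 12 of 21 passing and 1 being higher, and so were 9 of 24 immediate early genes with none higher, with the same counts when adjusted over each list alone (camera, adjusted p = 0.00585 and 0.0485, and adjusted p = 0.530 and 0.558 with an estimated correlation). Of 11 complement and synapse pruning genes, 10 were lower in L4, also when adjusted over the list alone (camera, adjusted p = 0.00265, and adjusted p = 0.309 with an estimated correlation), and of 15 inflammation genes 5 were lower (4 when adjusted over the list alone, camera adjusted p = 0.0402, and adjusted p = 0.558 with an estimated correlation). The lists of cholesterol synthesis (3 of 20 higher, 2 over the list alone), heat shock (2 of 13 higher), unfolded protein and hypoxia response (2 of 14 higher and 2 lower, median 0.04, mean -0.13, camera lower), circadian clock (5 of 16 higher and 1 lower, 4 and 0 over the list alone) and glucocorticoid response (1 of 12 higher and 5 lower, 1 and 6 over the list alone) did not pass camera (adjusted p = 0.326, 0.402, 0.685, 0.210 and 0.190), but the last passed with the animal as a block (adjusted p = 0.0184, and adjusted p = 0.235 with the block and an estimated correlation). None of 13 mitochondrially encoded genes is in the table. Single genes far apart between the layers were Cnih3, an auxiliary subunit of AMPA receptors, higher in L4 by 3.00, and Met, a receptor tyrosine kinase, with a log2 fold change of -2.79.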
